A study of Mus musculus with 3 samples. Its data were reported in "Gene Expression Programs of Mouse Endothelial Cells in Kidney Development and Disease" (2010).

How the data were processed

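Gene expression was measured in endothelial cells of the embryonic mouse kidney at embryonic day 15.5. The cells came from Tie2-GFP transgenic mice of the CD-1 strain, which carry green fluorescent protein under the promoter of Tek (the gene for the angiopoietin receptor Tie2). Kidneys were dissociated with trypsin and the GFP-positive cells were collected by fluorescence activated cell sorting. Each of the 3 samples was a pool of 4 to 5 embryonic kidneys, per the labels. RNA was purified with column kits, amplified in a single round with the NuGEN WT-Pico system, and hybridized to Affymetrix Mouse Gene ST arrays, 1 array per pool. The 3 samples form a single group, replicates 1 to 3. The study states that independent biological samples were examined for each sample type, while the labels do not say whether the pools came from separate litters, so p-values measure only the spread between these arrays.

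The deposited table holds log2 values for 35557 probe sets. The submitters' processing notes name Affymetrix Expression Console without a version, and the summarization algorithm of this table is not given in the sources used here. The study names RMA normalization in GeneSpring for its own analysis and a low-signal filter of 100 on the raw scale in its samples of all types, and it is not stated that this table was made in the same way. No array build or probe coordinates are given in the sources used here, so no positions are printed. The deposited log2 values were used as they stand. Their precision is limited by the number of arrays.

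Probe sets were named through the platform annotation, which lists 23410 of them. Of these, 21789 had exactly 1 gene symbol and 1621 had several symbols, while 12147 probe sets of the table were unnamed here. Symbols were updated through gene identifiers in a RefSeq gene table of assembly GRCm38.p6, used for names only, where 21698 of the 21789 probe sets matched. Probe sets with several symbols were never named. A gene's value was the mean log2 value of its probe sets, which gave 19938 genes, 999 of them with more than 1 probe set. A gene was called above the filter level if any of its probe sets was and below only if all were. For 154 genes, probe sets lay on both sides of the level. Genes without a probe set of a single symbol, among them Gapdh, Selp and the adult globin genes, were not analysed here.

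The mean of each probe set was tested against the study's filter level of 100 (6.64 on the log2 scale) with limma 3.58.1 in R 4.3.3, using an intercept-only fit and eBayes, one-sided in each direction, with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05. Every statement below that a gene lay above or below the level refers to this test. Counts adjusted over the list alone are given for each list beside those adjusted over all probe sets. The study's own between-group tests could not be run on a single group.

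Before the data were examined, 36 gene lists were fixed, 14 of endothelial genes, 14 of other cell types, and 8 of the cell cycle, stress, hypoxia, interferon, sex and housekeeping genes, together with a background of 1196 olfactory and vomeronasal receptor genes. Tests were planned around them: the level test, the position of a list, the difference between endothelial and other lists, and the movement of a list between arrays. The position of a list was its median percentile among all genes, set against 10000 random lists of the same size. The median of the pan-endothelial list was set against each list of another cell type by permuting genes between both lists with 100000 resamples, leaving out shared members. The deviation of a list in an array was the mean over its genes of the array value minus the mean of the 3 arrays, set against 10000 random lists matched on mean level in 20 bins. These permutation tests were two-sided and Benjamini-Hochberg adjusted over the 36 lists, the 14 comparisons and the 108 pairs of list and array. They permute genes, which are not independent replicates, and describe these arrays only. Probe sets differ in affinity, which enters the percentile of a gene, the position of a list and the difference between lists, and the level of no single gene was tested against that of another. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

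The genes named in the text followed a rule fixed at the same time: Tek, the first 4 measured genes of each list in list order, up to 4 members of endothelial lists that were not above the level, up to 4 members of other cell type lists that were above it, the 15 transcription factors named by the study, and the 10 genes with the largest SD among genes with a mean of at least 100. Genes chosen after their values were seen are marked as such.

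The tests were checked on simulated data. In 10000 simulated probe sets summarized by median polish over 3 arrays, the level test recovered 72% of 50 probe sets lying 0.25 log2 units above the level, 76% at 0.5, 96% at 1 and 100% at 2 log2 units, and 2.50% of its calls above the level were wrong. With independent noise in the same comparison 0.124% were wrong. Recovery was then 46% at 0.25, 82% at 0.5, and 100% at 1 and at 2 log2 units. Random lists of 20 genes with no shift passed 0.05 in 4% of 50 runs of the position test, and in 6% of the runs of the difference and deviation tests. A deviation of 0.5 log2 units was recovered in 100% of runs, a shift in position of 1 log2 unit in 68%, and a list difference of 3 log2 units in 100%.

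Alternatives planned in advance were filter levels of 50 and 200 and the 95th percentile of the receptor genes, probe sets with exactly 1 symbol only, quantile normalization, median centring, eBayes with a mean-variance trend and with robust estimation, a pseudocount of 16 on the linear scale, the highest probe set of a gene, genes of higher level only, lists without shared members, other averages, and leaving out each array in turn. A single spread pooled over all probe sets, the use of probe sets with 3 different values only, a stretched scale for array 3, and 13 further gene lists, 2 of them also without shared genes, were added after seeing the data.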

Results

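The gene expression program of the forming renal vasculature was examined in Tie2-GFP sorted endothelial cells of the E15.5 mouse kidney. The series holds 3 arrays of a single sample type, so no difference between sample types could be tested, and the questions addressed were which genes and cell type programs the sorted cells carried and how far the 3 pools differed. Tek, whose promoter drives the GFP transgene, lay above the filter level of 100 at 10.74 ± 0.53 log2 (SD, n = 3). Of 35557 probe sets, 12629 lay above the filter level, 14826 lay below it and 8102 were on neither side. A level of at least 100 in all 3 arrays was met by 14943 probe sets. Of 19938 named genes, 8295 were above the level and 8290 below.

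Median log2 values were 6.50, 6.51 and 6.55 in arrays 1, 2 and 3. Olfactory and vomeronasal receptor genes, taken as background, had medians of 4.66, 4.71 and 5.08, and 21 of 1196 such genes were above the level. Array 3 had the narrowest spread of values, with an SD of 1.84 against 2.08 and 2.06. The Pearson correlation across probe sets was 0.976 between arrays 1 and 2, 0.923 between arrays 1 and 3, and 0.927 between arrays 2 and 3, where probe sets are not independent replicates. Exactly equal values in at least 2 of the 3 arrays were found for 55.9% of probe sets, and in all 3 for 19.7%, so that some genes have an SD of 0.00. The median SD was 0.19 log2 over all probe sets and 0.43 over those with 3 different values. Calls near the level can rest on such small spreads. With a single spread pooled over all probe sets, an alternative added after seeing the data, 12084 probe sets were above the level, and of the 8295 genes above it 6483 were also above it by that spread. For lists whose counts moved by over 1.5 times with the pooled spread, those counts are given beside the others.

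Genes that define endothelial cells stood high in the sorted population. Of 25 measured pan-endothelial genes, 21 were above the level and none below (24 above when adjusted over the list alone). The adhesion molecule Pecam1 was at 10.09 ± 0.60 log2, VE-cadherin Cdh5 at 11.08 ± 0.59, the VEGF receptor Kdr at 9.89 ± 0.96 and the orphan receptor Tie1 at 8.62 ± 0.53 (SD, n = 3). Eng (8.60 ± 1.17), Esam (7.81 ± 0.90), Mmrn2 (8.36 ± 1.22) and Sox7 (7.45 ± 0.43) did not pass the test, although each was over 100 in all 3 arrays. The median gene of the list lay at the 92.6th percentile of all genes (adjusted permutation p = 0.0012, from a raw p of 0.0002, the smallest that 10000 random lists can give). 

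**Figure D1:**
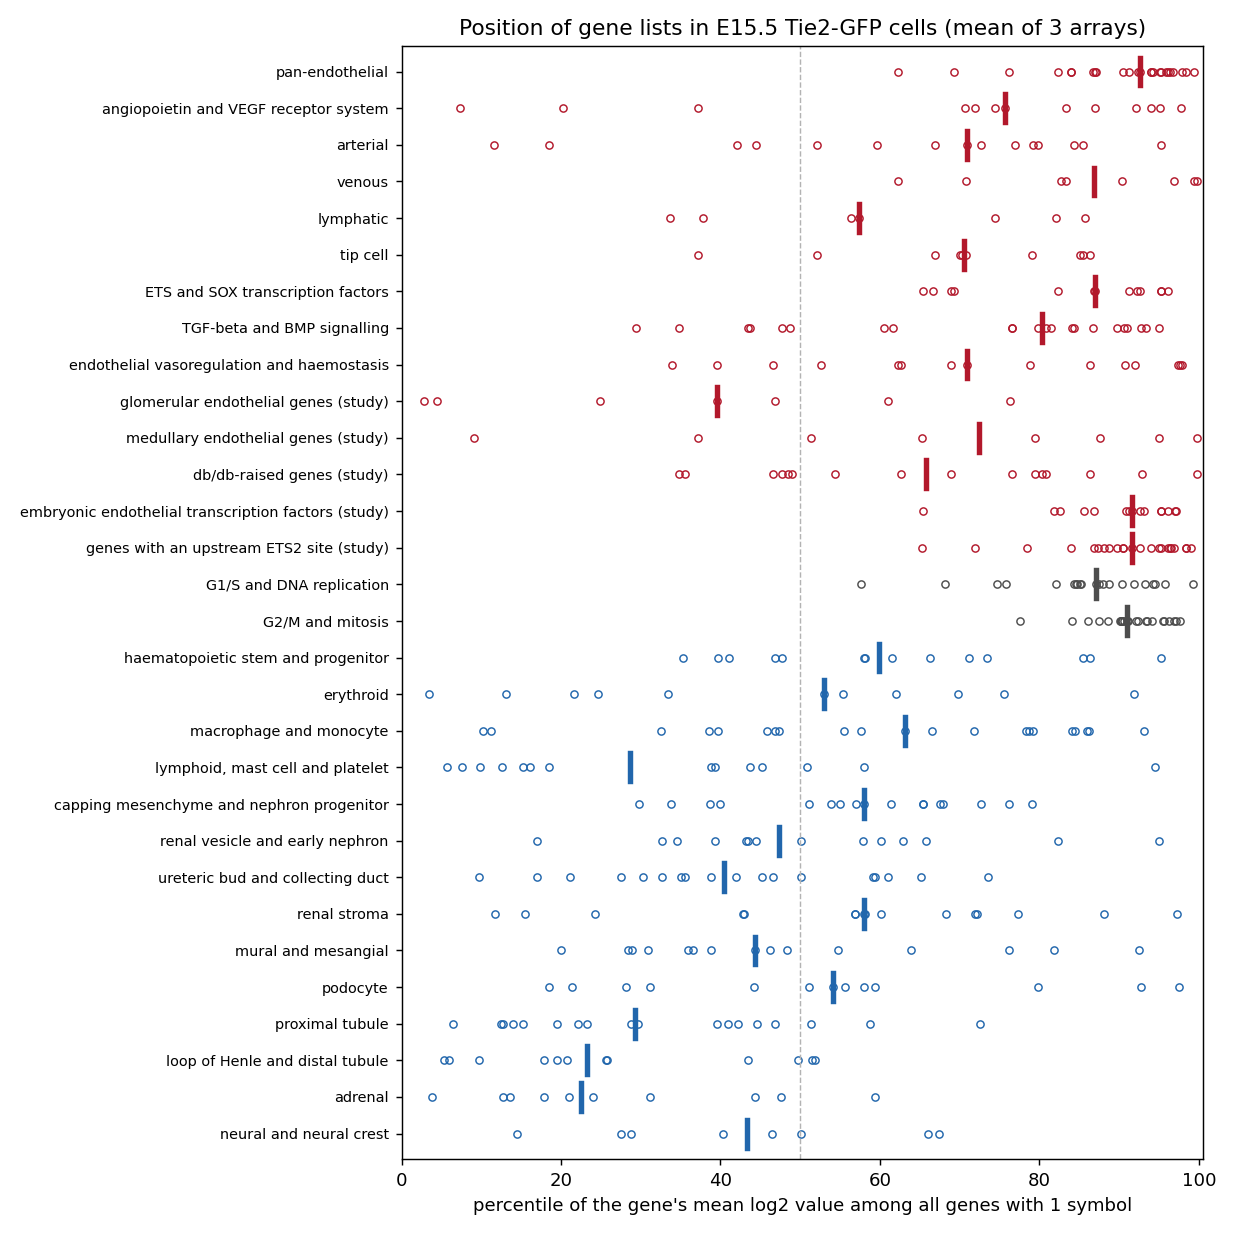
Each open circle is the percentile of a gene's mean log2 value over 3 arrays among all 19938 named genes, and each bar is the median of its list, with endothelial lists in red, cell cycle lists in grey and lists of other cell types in blue. The pan-endothelial median lies at 92.6 and the loop of Henle median at 23.2.

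Genes of the VEGF and angiopoietin systems were found on both sides of the level. In this list of 13 genes, 8 were above the level and 3 below (9 and 3 adjusted over the list alone). Flt1, a VEGF receptor, was at 9.65 ± 0.78 log2, while Flt4 (7.71 ± 0.77) and Nrp2 (8.30 ± 0.75) did not pass. Angpt1 (4.62 ± 0.00) and Angpt2 (6.21 ± 0.00), the ligands of Tek, were below the level (SD, n = 3), the latter not by the pooled spread. The list's median percentile of 75.7 did not pass adjustment (adjusted permutation p = 0.128).

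Venous genes stood high in the cells, and arterial genes were mixed. Of 8 venous genes 7 were above the level and none below (8 adjusted over the list alone), with Nr2f2, a nuclear receptor of venous identity, at 9.01 ± 0.00 log2, the receptor tyrosine kinase Ephb4 at 8.25 ± 0.35 and the apelin receptor Aplnr at 12.50 ± 0.32 (SD, n = 3). Their median percentile was 86.9 (adjusted permutation p = 0.0224). Of 15 arterial genes, 7 were above and 3 below the level, the same counts as over the list alone. Efnb2, the arterial ligand of Ephb4, was at 9.91 ± 0.84, the connexin Gja4 at 8.39 ± 0.77, and Hey1 was above as well. Gja5 (7.53 ± 1.31), Dll4 (7.34 ± 0.65) and Notch1 (7.86 ± 0.83) did not pass, and Hey2 (5.41 ± 0.27) was below. The arterial median percentile of 71.0 did not pass (adjusted permutation p = 0.169). Without members of other lists the venous list was smaller, and its median percentile of 86.6 was not past the threshold (adjusted permutation p = 0.112). Among genes of at least 100 only, where fewer genes were ranked, the venous median percentile was 74.1 and not past it either (0.310 by the same permutation test).

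Lymphatic and tip cell genes were partly present. Among 7 lymphatic genes, 3 were above the level and 1 below, as over the list alone (3 and 0 by the pooled spread). The hyaluronan receptor Lyve1 was above at 8.50 ± 0.25 log2, whereas Prox1, the regulator of lymphatic identity, was at 6.23 ± 0.37 and Pdpn at 6.90 ± 0.26 without passing (SD, n = 3). Lyve1 is also on the liver sinusoidal and tissue-resident macrophage lists added after seeing the data. It measured 8.21, 8.65 and 8.65 log2 in arrays 1, 2 and 3, so it does not mark lymphatic cells alone here. Of 10 tip cell genes 5 were above and 1 below (7 and 1 adjusted over the list alone, 8 and 0 by the pooled spread), including the ligand Apln at 7.49 ± 0.00 and Esm1 at 8.56 ± 0.30. Their median percentiles were 57.4 and 70.5 (adjusted permutation p = 0.776 and 0.254).

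Of 13 transcription factors of the ETS and SOX families 10 were above and none below (11 adjusted over the list alone), with Ets1 at 8.61 ± 0.41 log2, Ets2 at 9.30 ± 1.04, Erg at 9.38 ± 0.63 and Fli1 at 9.92 ± 0.81 (SD, n = 3). Elf1 (7.33 ± 0.52) and Etv6 (7.43 ± 0.77) did not pass. The median percentile was 87.0 (adjusted permutation p = 0.0036). Without members of other lists the list was smaller, and its median percentile, still 87.0, did not pass (adjusted permutation p = 0.120). Among genes of at least 100 only, where fewer genes were ranked, the median percentile was 74.3 and did not pass (adjusted permutation p = 0.209). Of the 15 transcription factors that the study named for embryonic endothelial cells, 14 were above the level (15 adjusted over the list alone), and Bcl6b at 8.18 ± 0.76 did not pass. Nfib was at 10.51 ± 0.34, Ostf1 at 10.45 ± 0.00, Elk3 at 10.14 ± 0.45, Hhex at 9.91 ± 0.05, Rnf141 at 9.47 ± 0.34, Mef2c at 9.21 ± 0.77, Sox18 at 9.14 ± 0.30 and Klf7 at 9.08 ± 0.10. Epas1 was at 8.49 ± 0.73, Ahr at 8.23 ± 0.18 and Elf4 at 7.28 ± 0.22. Elf4, counted as above in both lists of factors, had probe sets on both sides of the level. All 23 measured genes that the study listed with an upstream ETS2 site were above the level, over the list alone as well, among them the signalling protein Rasgrp3 at 11.09 ± 0.66, Egfl7 at 10.23 ± 0.38 and the protease Tll1 at 7.27 ± 0.00. Both study lists had a median percentile of 91.6 (adjusted permutation p = 0.0012). The study chose both on samples that include these, so their position is not independent evidence.

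Signalling by TGF-beta and BMP was represented by 13 of 22 genes above the level and 3 below (16 and 2 adjusted over the list alone, 14 and 1 by the pooled spread), with a median percentile of 80.4 (adjusted permutation p = 0.0036, and 0.304 among genes of at least 100 only). The ligand Tgfb1 was at 8.11 ± 0.14 log2 and the receptor Tgfbr1 at 8.36 ± 0.00, while Tgfb2 at 6.62 ± 0.06 did not pass and Tgfb3 at 5.91 ± 0.32 was below (SD, n = 3). Of 15 genes of vascular tone and haemostasis, 11 were above and 3 below (12 and 3 adjusted over the list alone, 9 and 0 by the pooled spread). The endothelin receptor Ednrb was at 10.59 ± 0.63 and the endothelin-converting enzyme Ece1 at 9.06 ± 0.85. Edn1, which encodes endothelin, was above at 6.76 ± 0.05, though not by the pooled spread. Nitric oxide synthase Nos3 (7.53 ± 0.39) did not pass, and Ace (6.10 ± 0.17), Sele (6.54 ± 0.01) and Nostrin (6.29 ± 0.00) were below, though none of these 3 by the pooled spread. The median percentile of 70.9 did not pass (adjusted permutation p = 0.169).

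Genes that the study's text names for adult endothelial compartments were unevenly present in the embryo. They are only a part of the genes the study listed, and the db/db genes include some of small change. The counts, positions and deviations between arrays therefore describe the named genes alone. Of 7 glomerular endothelial genes none was above the level and 5 were below, as over the list alone. The sodium channel gene Scn7a was at 4.05 ± 0.00 log2, Sema5a at 5.72 ± 0.05 and Gata5 at 6.55 ± 0.00, while Ehd3 at 7.82 ± 0.96 did not pass (SD, n = 3). By the pooled spread 1 of the 7 was above and 3 below. Of 8 medullary genes 4 were above and 2 below (5 and 2 adjusted over the list alone, 5 and 1 by the pooled spread), with the growth factor Igf1 at 9.85 ± 0.22 and the fatty acid receptor Cd36 at 8.68 ± 0.32, and with Agmo, listed by the study under its older symbol, at 4.79 ± 0.00. Of 16 measured genes on the list for diabetic db/db glomeruli, 9 were above and 3 below, as over the list alone (9 and 0 by the pooled spread), including Esm1, Aplnr and the protease Adamts9 (8.07 ± 0.82). Bmper (6.12 ± 0.26), Cd55 (6.83 ± 0.61) and Fabp7 (6.16 ± 0.56) did not pass. Pde4d, counted as above, had a mean of 6.62 log2 and probe sets on both sides of the level (chosen after its values were seen). None of the 3 lists had a median position that passed (adjusted permutation p = 0.691, 0.254 and 0.303). These lists were chosen by the study and are not independent evidence, and the adult samples were not analysed here.

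The cell division program was strongly carried by the cells. Of 24 G2/M genes, 23 were above the level and none below (24 adjusted over the list alone), with the proliferation marker Mki67 at 10.16 ± 0.05 log2, topoisomerase Top2a at 8.36 ± 0.39, cyclin Ccnb2 at 10.40 ± 0.22 and the mitotic kinase Cdk1 at 10.47 ± 0.85 (SD, n = 3). Of 21 genes of G1/S and DNA replication, 18 were above and none below (20 adjusted over the list alone), including the helicase subunits Mcm2 (8.41 ± 0.46), Mcm3 (8.21 ± 0.55) and Mcm4 (8.62 ± 0.77), while Mcm5 at 8.41 ± 0.81 did not pass. Median percentiles were 91.0 and 87.1 (adjusted permutation p = 0.0012 for each, and 0.0835 for G1/S among genes of at least 100 only). Among 7 inhibitors of the cell cycle, 3 were above and 1 below, as over the list alone (2 and 0 by the pooled spread). Cdkn1c was at 9.27 ± 0.19 and Cdkn1b at 8.47 ± 0.20, and Cdkn2a was below at 6.33 ± 0.00. The inhibitor list lay at the 60.2th percentile (adjusted permutation p = 0.691).

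The study set embryonic endothelial cells against capping mesenchyme, renal vesicle and ureteric bud, samples that were not analysed here. Within the sorted cells, the median of the pan-endothelial list exceeded that of all 14 lists of other cell types, by 2.20 log2 (macrophage) to 3.76 log2 (adrenal) for the mean of the 3 arrays. It did so in each array as well, with 0.86 (macrophage) to 3.12 (adrenal) in array 3. The difference was 2.41 for capping mesenchyme, 2.81 for renal vesicle and 3.05 for ureteric bud (adjusted permutation p = 5.38e-05, 3.5e-05 and 2.8e-05). The largest of the 14 adjusted permutation p-values was 0.00018, for podocytes. These medians compare different probe sets, whose affinities differ.

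Single genes of the nephron lineage nevertheless lay above the level. Of 17 capping mesenchyme genes 11 were above and 4 below (13 and 3 adjusted over the list alone, 7 and 1 by the pooled spread), with the progenitor factors Six2 at 7.37 ± 0.12 log2, Cited1 at 7.28 ± 0.00, Sall1 at 6.80 ± 0.06 and Wt1 at 6.71 ± 0.00, and with Eya1 below at 6.27 ± 0.00 (SD, n = 3). Of 14 renal vesicle genes 5 were above and 5 below, as over the list alone (4 and 2 by the pooled spread), among them Wnt4 at 7.16 ± 0.11 and the cyclin Ccnd1, not restricted to nephrons, at 9.86 ± 0.62. Lhx1 was below at 6.05 ± 0.00. Of 18 ureteric bud genes 5 were above and 11 below, as over the list alone (2 and 6 by the pooled spread). The receptor Ret was below at 6.15 ± 0.20, while Hoxb7 was above at 7.67 ± 0.00 and the epithelial cadherin Cdh1 at 6.67 ± 0.00. Their median percentiles of 58.0, 47.3 and 40.4 did not pass (adjusted permutation p = 0.668, 0.828 and 0.570).

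Stromal and mural genes showed a similar mixture. Of 16 renal stroma genes 10 were above and 4 below, as over the list alone (6 and 3 by the pooled spread). The stromal factor Foxd1 was at 7.87 ± 0.54 log2, Meis1 at 6.97 ± 0.13, Meis2 at 10.53 ± 0.44 and Aldh1a2 at 7.59 ± 0.09, and Tbx18 was below at 5.00 ± 0.22 (SD, n = 3). Meis1 was not above by the pooled spread. Of 15 mural and mesangial genes 3 were above and 9 below, as over the list alone (3 and 4 by the pooled spread), with the pericyte genes Pdgfrb (5.87 ± 0.00), Rgs5 (5.89 ± 0.00) and Cspg4 (6.17 ± 0.00) below and Mcam, which endothelial cells also express, at 9.36 ± 0.48. Of 13 podocyte genes 7 were above and 4 below (7 and 3 adjusted over the list alone, 3 and 4 by the pooled spread). Podxl, a sialomucin that endothelium shares with podocytes, was at 8.04 ± 0.18 and the adaptor Cd2ap at 10.63 ± 0.37, while nephrin Nphs1 at 6.46 ± 0.23 did not pass. Their median percentiles were 58.0, 44.4 and 54.1 (adjusted permutation p = 0.668, 0.776 and 0.828).

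Most measured tubule and adrenal genes were below the level, and neural genes were split. Of 18 proximal tubule genes 12 were below and 2 above (14 and 2 adjusted over the list alone, 10 and 1 by the pooled spread), with the endocytic receptors Lrp2 at 5.93 ± 0.03 log2 and Cubn at 5.15 ± 0.00 below and the water channel Aqp1 above at 7.61 ± 0.06 (SD, n = 3). Of 12 genes of the loop of Henle and distal tubule, 8 were below and none above, as over the list alone, including uromodulin Umod at 5.47 ± 0.31 and Slc12a1 at 4.40 ± 0.02. Of 10 adrenal genes 7 were below and 1, Chga at 7.02 ± 0.00, was above (8 and 1 adjusted over the list alone, 7 and 0 by the pooled spread), and the steroidogenic gene Star was at 5.55 ± 0.00. Of 8 neural genes 3 were above and 3 below, as over the list alone, with Sox10 above at 7.30 ± 0.12 and Erbb3 below at 5.85 ± 0.01. Median percentiles were 29.3, 23.2, 22.5 and 43.4 and none passed (adjusted permutation p = 0.152, 0.111, 0.113 and 0.776).

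Blood cell genes were carried in part, which does not by itself show that blood cells were present. Hhex, above the level and on the stem and progenitor list, is also among the study's embryonic endothelial transcription factors. Of 14 haematopoietic stem and progenitor genes 6 were above and 1 below (7 and 1 adjusted over the list alone, 6 and 0 by the pooled spread), with Tal1 at 7.66 ± 0.00 log2, Gata2 at 7.11 ± 0.00, Lyl1 at 7.55 ± 0.10 and Gfi1b at 7.31 ± 0.00, while Runx1 (6.15 ± 0.41) and Lmo2 (8.48 ± 1.04) did not pass (SD, n = 3). Of 11 erythroid genes 5 were above and 5 below, as over the list alone (3 and 4 by the pooled spread), including the embryonic globins Hbb-y (9.23 ± 0.57) and Hba-x (7.47 ± 0.14) above and Hbb-bh1 (5.09 ± 0.09) below. Of 14 lymphoid, mast cell and platelet genes 11 were below, over the list alone as well (7 by the pooled spread), with Cd3g at 5.28 ± 0.31, and the platelet factor Pf4 was the only member above, at 9.75 ± 0.77. That call was lost when adjusted over the list alone. Of 21 macrophage genes only Cx3cr1 (7.94 ± 0.44) and Tyrobp (9.48 ± 1.22) were above the level and 3 were below (0 and 3 adjusted over the list alone), whereas 10 were above by the pooled spread. However, 8 of the 21 were at 100 or more in all 3 arrays. Some of these, such as Cd68 (8.36 ± 0.92), had a large spread and did not pass. Median percentiles were 59.8, 52.9, 28.6 and 63.1 for the stem, erythroid, lymphoid and macrophage lists (adjusted permutation p = 0.616, 0.828, 0.169 and 0.355).

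Genes of general cell state were also placed against the level. Of 25 dissociation stress genes 17 were above and 4 below, as over the list alone (15 and 0 by the pooled spread), with Jun at 8.73 ± 0.42 log2 above and Fos (6.38 ± 0.02) and Junb (6.56 ± 0.00) below (SD, n = 3). Of 17 hypoxia genes 12 were above and 3 below (13 and 2 adjusted over the list alone), including Vegfa at 7.58 ± 0.00, Pgk1 at 10.91 ± 0.15 and Ldha at 9.97 ± 0.31, while the glucose transporter Slc2a1 at 7.75 ± 1.06 did not pass. Interferon genes were split, with 7 of 16 above and 7 below (7 and 8 adjusted over the list alone), and with Rsad2 above at 8.39 ± 0.68 and Ifit1 below at 5.58 ± 0.11. Xist, transcribed from the inactive X chromosome, was at 9.64 ± 0.27, and the Y-linked genes Eif2s3y and Kdm5d were at 7.57 ± 0.30 and 7.23 ± 0.20, so that 3 of 4 sex-linked genes were above and 1, Uty at 5.79 ± 0.11, was below, as over the list alone (2 and 1 by the pooled spread). Of 13 housekeeping genes 12 were above (13 adjusted over the list alone), with Actb at 12.69 ± 0.67, Ppia at 12.02 ± 0.04 and Hprt at 10.58 ± 0.00, and Tbp at 7.85 ± 0.67 did not pass. The housekeeping median percentile was 97.5 (adjusted permutation p = 0.0012). Those of the stress, hypoxia, interferon and sex-linked lists were 67.7, 71.9, 47.1 and 68.0 (adjusted permutation p = 0.161, 0.152, 0.828 and 0.548).

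The 3 pools differed most clearly in macrophage genes. Relative to the mean of the arrays and to random lists of like level, the 21 macrophage genes lay at -0.76 log2 in array 1, 0.11 in array 2 and 0.65 in array 3 (adjusted permutation p = 0.0054, 0.0432 and 0.0054). None of the 21 exceeded its own mean in array 1, and 18 did so in array 3. The mannose receptor Mrc1 measured 91.4, 541 and 1003 on the linear scale in arrays 1, 2 and 3, and the log2 values of Cd68 were 7.30, 8.95 and 8.82. Tyrobp, an adaptor of myeloid receptors, measured 8.16, 9.72 and 10.56. The difference between the pan-endothelial and macrophage medians was 3.27 and 2.75 log2 in arrays 1 and 2 and 0.86 in array 3. The deviation in array 2 did not pass under 4 of the alternatives. With an array left out, each deviation is measured against a single other array. Without array 1 the list lay at -0.29 in array 2 and 0.29 in array 3, and without array 3 at -0.43 in array 1 and 0.43 in array 2 (adjusted permutation p = 0.0036 and 0.0072). Among genes of at least 100 only, the value in array 3 was 1.00 (adjusted permutation p = 0.00408).

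**Figure D2:**
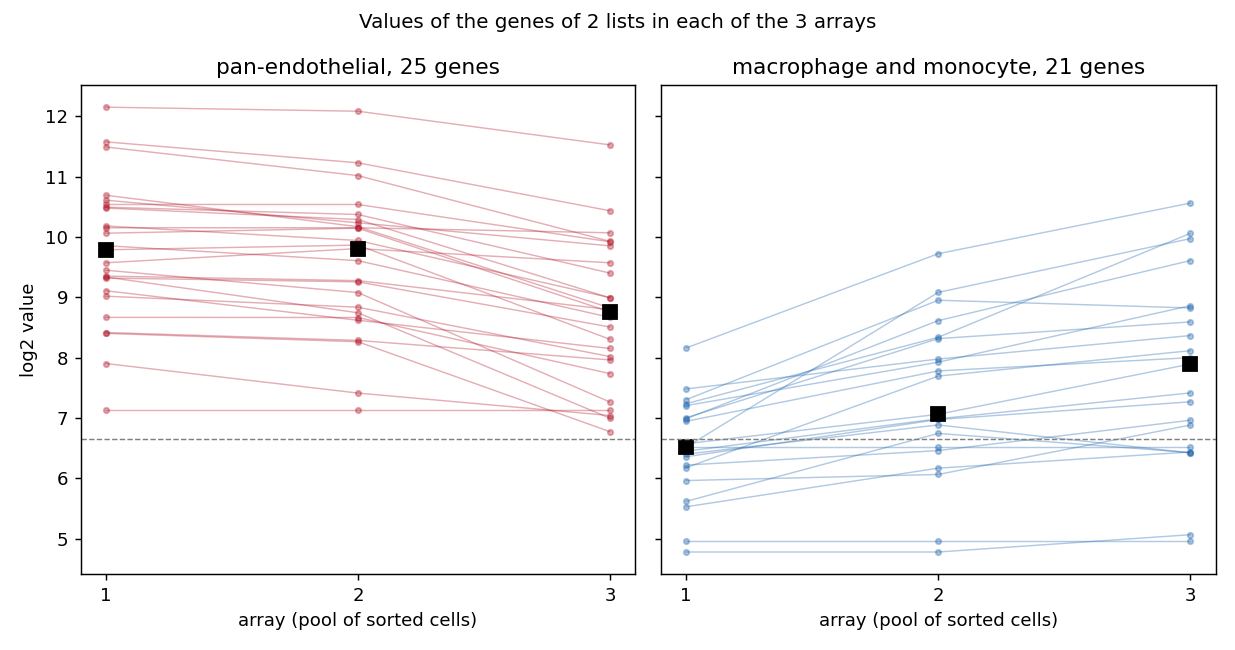
Each line joins the log2 values of a gene in arrays 1, 2 and 3, black squares are medians over the genes of the list, and the dashed line is the filter level of 100. Macrophage medians are 6.51, 7.06 and 7.89, and pan-endothelial medians are 9.79, 9.81 and 8.76.

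Several endothelial lists moved the other way. The pan-endothelial list lay at 0.24 log2 in array 1, 0.13 in array 2 and -0.38 in array 3 relative to level-matched lists (adjusted permutation p = 0.0054, 0.0135 and 0.0054), and none of the 25 genes exceeded its own mean in array 3. The value in array 2 was 0.15 without members of other lists and did not pass (adjusted permutation p = 0.0864). Kdr, for example, measured 10.69, 10.17 and 8.82 log2. In array 3, the ETS and SOX factors lay at -0.36, the angiopoietin and VEGF list at -0.31, the arterial list at -0.27 and the glomerular list at -0.36 (adjusted permutation p = 0.0137, 0.0135, 0.0137 and 0.0135), and the ETS and SOX factors and the arterial list lay at 0.25 and 0.23 in array 1 (0.0137 and 0.0135 by the same permutation test). The other 9 of the 14 endothelial lists did not pass in array 3, among them the venous list at -0.066, the TGF-beta and BMP list at 0.026 and the vasoregulation list at -0.012 (adjusted permutation p = 0.732, 0.854 and 0.948). The glomerular list holds only a part of the genes the study listed. Of its members, Scn7a, Gata5, Gimap3 and Nostrin hold equal values in all 3 arrays and cannot move. By the median over the list, the arterial list at -0.13 and the glomerular list at -0.062 did not pass in array 3 (adjusted permutation p = 0.282 and 1), and in the latter Ehd3 and Adamts5 carried most of the shift (Adamts5 chosen after its values were seen). The angiopoietin and VEGF list did not pass in array 3 without members of other lists (-0.18, adjusted permutation p = 0.492), whereas by the median it lay at -0.53, and the ETS and SOX factors lay at -0.57 without members of other lists (adjusted permutation p = 0.0036 and 0.0216). Without array 3, the pan-endothelial list differed from level-matched lists by 0.050 in array 1 and -0.050 in array 2 (adjusted permutation p = 0.305), and only 2 pairs of list and array passed, both of macrophage genes. The ETS and SOX, arterial and G2/M lists then lay at 0.060, 0.087 and 0.059 in array 1 (adjusted permutation p = 0.363, 0.103 and 0.298), and the glomerular and the angiopoietin and VEGF lists at 0.032 and -0.013 in array 2 (0.437 and 0.780 by the same permutation test). Without array 1, the pan-endothelial and the angiopoietin and VEGF lists lay at 0.27 and 0.23 in array 2 and the arterial list at -0.17 in array 3, and all 3 passed (adjusted permutation p = 0.0036, 0.0090 and 0.0348). The angiopoietin and VEGF list at 0.14 and the glomerular list at 0.21 passed in array 2 (adjusted permutation p = 0.0432 and 0.0270), and the G2/M list lay at 0.16 in array 1 (adjusted permutation p = 0.0432). By the median over the list neither the glomerular list in array 2 (0.032) nor the arterial (0.12), G2/M (0.14) and ETS and SOX lists (0.27) in array 1 passed (adjusted permutation p = 1, 0.147, 0.231 and 0.0589). In array 2 the angiopoietin and VEGF list lay at 0.14 with the highest probe set, 0.14 with quantile normalization, 0.075 without members of other lists and 0.15 with array 3 stretched, and did not pass (adjusted permutation p = 0.0807, 0.0679, 0.562 and 0.0509). In array 1 the ETS and SOX list at 0.33 without members of other lists and the G2/M list at 0.15 among genes of at least 100 only did not pass (adjusted permutation p = 0.0630 and 0.0583). In total 15 of the 108 pairs of list and array passed. No list of nephron, stromal, tubular, erythroid or lymphoid genes was among them.

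**Figure D3:**
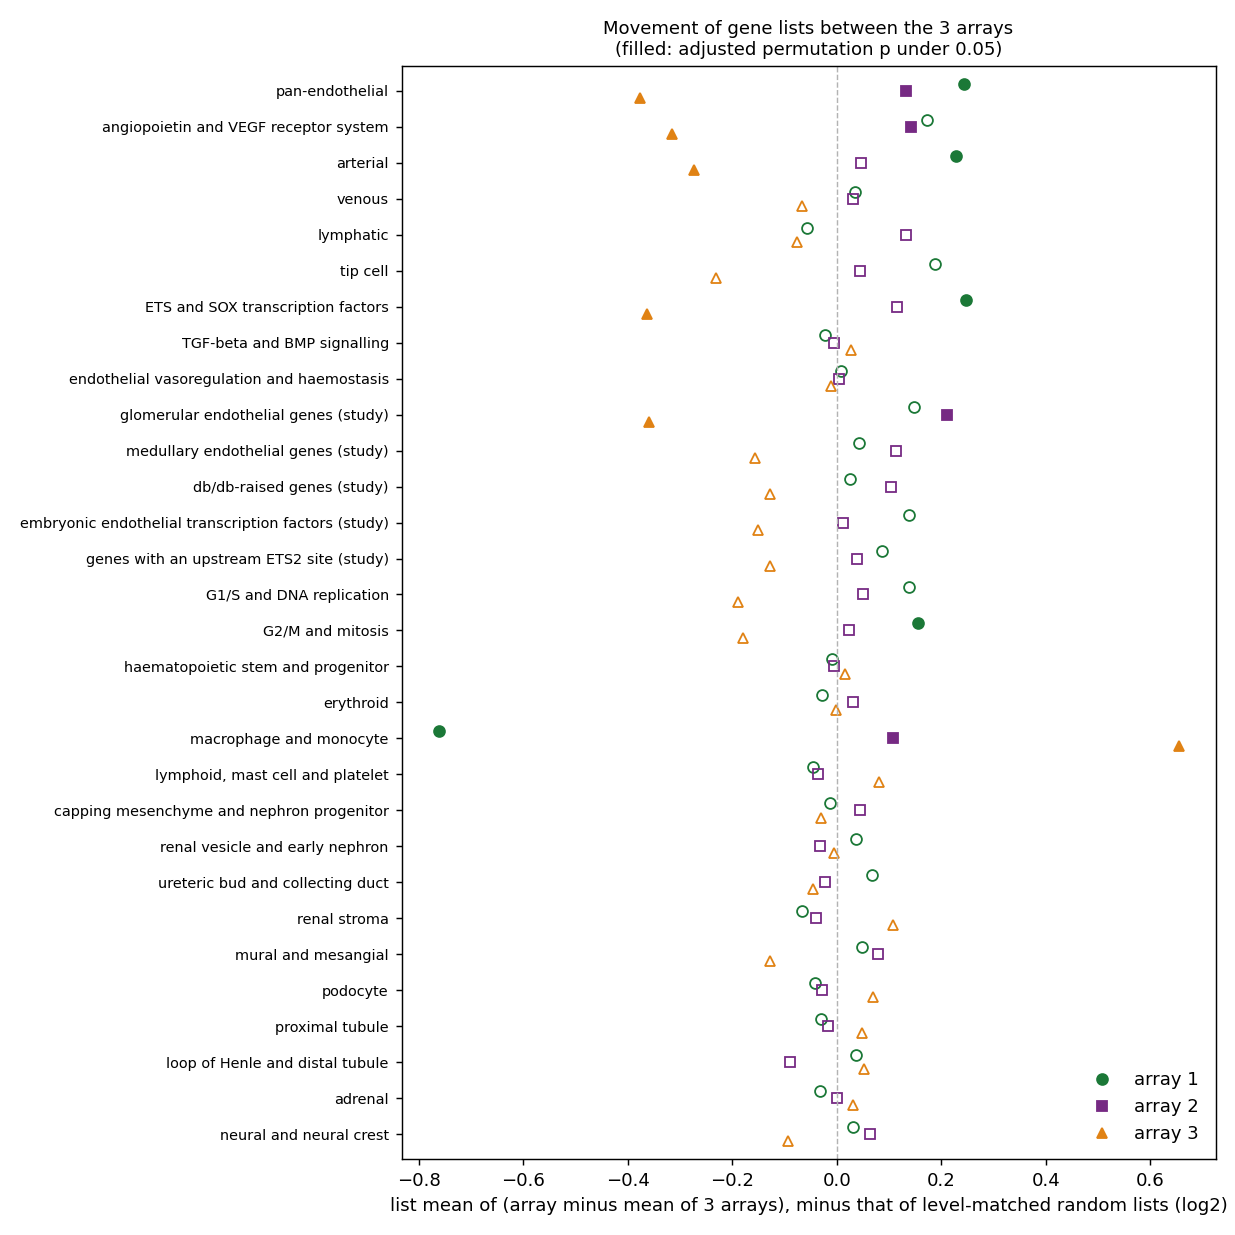
Points give, for 30 lists and each array, the mean over the genes of the array value minus the mean of the 3 arrays, less the same value for level-matched random lists, in log2 units, and filled points passed an adjusted permutation p of 0.05. Macrophage points lie at -0.76, 0.11 and 0.65 for arrays 1, 2 and 3, and pan-endothelial points at 0.24, 0.13 and -0.38.

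The 10 named genes with the largest SD over the arrays included leukocyte genes. Ms4a7 (6.75 ± 2.04 log2), Gpr65 (7.84 ± 2.01), Mrc1 (8.52 ± 1.79) and Cd53 (7.43 ± 1.75) were each lowest in array 1 and highest in array 3 (SD, n = 3). Gch1, which encodes the first enzyme of tetrahydrobiopterin synthesis, measured 7.40, 6.54 and 12.18 log2 in arrays 1, 2 and 3. The small nucleolar RNAs Snora3 (9.65 ± 1.87) and Snord73b (7.27 ± 1.80), the translation factor Eif4h (8.11 ± 1.80) and the ephrin Efna1 (8.79 ± 1.67) were lowest in array 3, as was 6720489N17Rik (7.20 ± 1.66), which was highest in array 1. No gene of the 10 was called above or below the level. The 10 were picked for a large SD, which by itself makes a call unlikely. By the pooled spread all of them except Ms4a7 and 6720489N17Rik were above the level.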

Values the study reported

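The study kept probe sets with a raw level of at least 100 in 3 samples. It reported 786 probe sets with at least a 5 fold difference between any pair of its endothelial sample types, and 340 probe sets at least 4 fold higher in embryonic than in normal adult endothelial cells. Against capping mesenchyme, renal vesicle and ureteric bud, 531 genes differed among the compartments compared, and 207 probe sets were higher in the embryonic endothelial cells in every pairwise comparison with a fold change of at least 2. Among those 207 the study counted 15 transcription factors and 60 genes for membrane or receptor proteins, and it listed 25 genes with a conserved ETS2 site upstream.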

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

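The pooled spread, the use of probe sets with 3 different values and the stretched array 3 were chosen after seeing the data. With the highest probe set, quantile normalization, median centring, genes of at least 100, no shared members, the mean in place of the median, or any array left out, the only alternatives run for them, all differences between the pan-endothelial and other lists passed (14, or 13 where only genes of at least 100 were used), and the pan-endothelial median percentile stayed between 85.4 and 94.1. Counts depended on the level: 21712 probe sets were above and 5305 below a level of 50 (23407 at or over it in all arrays), and 5510 above and 22955 below a level of 200 (7768 in all arrays). With probe sets of 1 symbol only, 8906 were below, and with 3 different values only, 6357 were above, 4858 below and 7128 over 100 in all arrays, as fewer were tested. Leaving out an array gave 7712 to 11714 probe sets above and 8738 to 15198 below. Fewer arrays give less information on spread, and the fit without replicate 3 rests on arrays with equal values for 50.6% of probe sets, so its calls carry little weight. The median correlation between arrays was 0.891 for probe sets of at least 100 and 0.895 for those with 3 different values (the cause was not tested), and 0.923 to 0.976 with an array left out. Lists standing high numbered 9, against 5 among genes of at least 100, where fewer genes were ranked, and 13 by mean percentile. Lists standing low numbered 0, against 1 without shared members and 3 by mean percentile (the cause was not tested). The count of 15 pairs of list and array lay between 2 and 16 with an array left out, with 2 without replicate 3. The macrophage deviation in array 2 did not pass with the highest probe set (0.11), quantile normalization (0.076), genes of at least 100 (0.11) or the stretched array 3 (0.082), and the pan-endothelial deviation in array 2 did not pass without shared members (0.15). The causes were not tested. With an array left out, deviations are measured against 1 other array: macrophage genes in array 2 ranged from -0.29 to 0.43, pan-endothelial genes in array 1 from 0.050 to 0.32 and in array 2 from -0.050 to 0.27, and the angiopoietin and VEGF list in array 2 from -0.013 (without replicate 3) to 0.23. Of 198 named genes, 100 were above the level of 100, 163 above 50, 40 above 200 and 114 above the receptor level. Without replicates 1, 2 and 3 in turn, 60, 44 and 87 were above 100. With the pooled spread 15 of the 100 were lost and 30 others gained, and no named gene changed sides. Signal over background limits low genes: the 95th percentile of receptor genes lay at 87.3, close to the filter level. No paired analysis was possible because the arrays form a single group.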

Other observations

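The 13 gene lists described first and their tests were chosen after seeing the data, as were the tests of explanations. The macrophage genes of no fixed list are among the 13 lists. The deviation of the pan-endothelial list in array 3 was a test fixed beforehand. Genes named here from these lists were chosen after their values were seen. Imprinted growth genes stood high, with 10 of 10 measured members above the level, over the list alone as well, and a median at the 92.5th percentile (adjusted permutation p = 0.0052 over 13 lists), among them Igf2 at 10.64 ± 0.95 log2 and Mest at 12.26 ± 0.37 (SD, n = 3). Of the HOX genes, 7 of 11 genes of groups 1 to 4, 6 of 10 of groups 5 to 8 and 5 of 7 of groups 9 to 10 were above the level (7, 7 and 6 adjusted over the list alone, and 4, 6 and 3 by the pooled spread), with 3, 2 and 1 below (1, 2 and 1 by the pooled spread). Of 9 genes of groups 11 to 13 only Hoxd11 (6.85 ± 0.00) was above and 7 were below (1 and 8 adjusted over the list alone, 0 and 5 by the pooled spread). Hoxa10 was at 8.13 ± 0.18 and Hoxd10 at 8.51 ± 0.03, and Hoxa11 at 6.09 ± 0.00. The positions of the 4 HOX lists did not pass (adjusted permutation p = 0.750, 0.359, 0.681 and 0.359), and their differences were not tested.

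Of 16 basement membrane genes 8 were above the level and none below (11 above adjusted over the list alone), including Lama4 at 9.67 ± 0.75 log2 and Sparc at 12.64 ± 0.58, while Col4a3 at 6.65 ± 0.08 and Lama5 at 6.64 ± 0.00 did not pass (SD, n = 3; position, adjusted permutation p = 0.0767). Of 8 GIMAP GTPase genes 6 were above, with Gimap4 at 11.49 ± 0.50 and Gimap6 at 10.54 ± 0.93, and 2 below, as over the list alone, with Gimap3 at 4.28 ± 0.00 (0.149 by the same permutation test). Of 11 blood-brain barrier genes 2 were above and 6 below (2 and 7 adjusted over the list alone), with the transporter Abcg2 above at 10.06 ± 0.04. The liver sinusoidal list had 6 of 10 genes above and 3 below, the tissue-resident macrophage list 5 of 11 above and 2 below, and the monocyte and neutrophil list 1 of 10 above and 6 below, each the same adjusted over the list alone, with none above in the last by the pooled spread. The endocardial list had 4 of 8 above and 2 below (5 and 2 adjusted over the list alone, 2 and 0 by the pooled spread). Their positions did not pass (adjusted permutation p = 0.750 for the barrier list, 0.432, 0.750, 0.249 and 0.810 in the order named), nor did that of 27 macrophage genes of no fixed list, with 5 above and 7 below (4 and 7 adjusted over the list alone; 0.810 by permutation). Beyond level-matched lists, the liver sinusoidal list exceeded array 1 by 0.33 log2 in array 2 and 0.57 in array 3 (3 and 6 of 10 genes higher, adjusted permutation p = 0.0013 and 0.0121), and the tissue-resident macrophage list by 0.35 and 0.63 (4 and 7 of 11 genes, 0.0026 for both by the same permutation test). The monocyte and neutrophil list did so by 0.029 and 0.19 without passing (4 and 8 of 10 genes, adjusted permutation p = 0.657 and 0.208). The liver sinusoidal and tissue-resident macrophage lists share 4 genes, among them Mrc1 of the fixed macrophage list. Without genes shared with each other or with other macrophage lists, the 6 remaining liver sinusoidal genes lay at 0.00042 and 0.10, and the 6 remaining tissue-resident macrophage genes at 0.10 and 0.36, and none passed (adjusted permutation p = 0.785, 0.499, 0.204 and 0.0660).

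The first pattern is that macrophage genes differ between the 3 arrays. A narrower range of array 3 is argued against by arrays 1 and 2, whose ranges are alike: array 2 exceeded array 1 by 0.87 log2 beyond level-matched lists (18 of 21 genes higher, permutation p = 0.0002, the smallest possible). A lower share of endothelial cells that raises all other types alike was set against the 13 other lists. Their median excess in array 3 minus array 1 was 0.025 with an SD of 0.10, against 1.42 for macrophage genes. Without the 62 of 180 members equal in all 3 arrays, which cannot move, it was 0.044 with an SD of 0.15 against 1.59. Lists with most members below the level, such as adrenal genes, may lie at background and could then not rise. The stem cell, capping mesenchyme, renal stroma and podocyte lists, with more members above the level than below, moved by 0.025, -0.018, 0.18 and 0.11. These values argue against the explanation for the lists they cover only. More macrophages in the pools of arrays 2 and 3 may account for it, as a hypothesis. It was tested on macrophage genes of no fixed list, a list added after the data were seen. These genes exceeded level-matched lists by 0.58 in array 2 and 0.88 in array 3 over array 1 (18 and 23 of 27 higher). Ctss was at 7.65, 8.66 and 10.20 in arrays 1, 2 and 3. The sort on GFP would remove macrophages without the transgene's signal, so a Tie2-positive subset, an imperfect gate and higher expression per cell remain open, 2 of the 21 genes (Spi1 and Ptprc) are also on the stem cell list, and the labels give no biological difference between the pools that could be tested.

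The second pattern is that endothelial genes are lower in array 3. The narrower range of that array is argued against as the whole cause, since the list lay at -0.38 log2 relative to genes of like level. Stretching array 3 to the SD of the other arrays rescales the list and its matched genes alike. The resulting value of -0.41 is therefore no separate evidence. Replacement of endothelial RNA by macrophage RNA would lower all endothelial genes alike, and 6 venous genes outside the pan-endothelial list lay at -0.10 in array 3 minus the mean of the others, against -0.56 for the pan-endothelial list. That gap decides nothing, since 2 of the 6 genes (Nr2f2 and Nr2f1) hold equal values in all 3 arrays and cannot move, as Vwf does in an earlier form of the test on all 8 venous genes, although both forms had first been read as counting against replacement. Replacement, although tested, and other causes cannot be told apart here, and the labels give no biological difference between the pools to test.

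The third pattern is that values are equal in 2 or 3 arrays. That arrays 1 and 2 hold the same RNA is argued against by the 1 of 36 fixed lists, macrophage genes, that moved between them beyond level-matched lists (adjusted permutation p = 0.0072). Median polish over these 3 arrays is a candidate explanation. In simulated probe sets summarized in that way, 39.9% held equal values in arrays 1 and 2, against 50.6% in the deposited values. With independent noise none did. The deposited values were equal for only 21.7% of probe sets in arrays 1 and 3 and 23.0% in arrays 2 and 3. These pairs were not compared with the simulation. The summarization algorithm of the table is not given in the sources used here, so median polish stays open as an explanation. No biological explanation was tested for this pattern.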
